A study of Homo sapiens with 26 samples.

How the data were processed

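The study asked which RNAs associate with EZH2, the catalytic subunit of the histone methyltransferase complex PRC2, and its title names mispriming during reverse transcription as a source of sequencing artifacts. The labels describe 26 libraries. Small RNA from EZH2 immunoprecipitates, from IgG immunoprecipitates and from input was sequenced in K562 (a chronic myeloid leukaemia line, 3 libraries), T98G (a glioblastoma line, 6 libraries) and U87MG (a second glioblastoma line, 6 libraries). A further 6 libraries hold fragmented long RNA of the same kinds from T98G, 1 is an EZH2 iCLIP library from T98G, and 4 are polyadenylated RNA of U87MG cells treated with siRNA against EZH2 or GFP. RIP sequences the RNA that co-precipitates with a protein; iCLIP does the same after crosslinking and stops at the crosslinked base. Groups were taken from the sample titles, and each of the 15 groups has 1 or 2 libraries.

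The deposited data analysed here are 6 lists of genomic regions made by the authors. Whether the full-length list draws on more than 1 library is not stated. The lists hold no reads, no counts per library and no p-values, so depth per library is unknown and no spread between replicates could be computed. Intervals below are 95% Wilson intervals; they cover counting error over regions or genes, and neighbouring regions are not fully independent. There were 0 columns of values for single libraries.

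Per the labels, the authors trimmed adapters with cutadapt, aligned small RNA reads to hg19 with BWA, counted reads in exons with bedtools, called exons with DESeq2 and called peaks with pyicoclip. The labels name NEB's small RNA library kit for the small RNA, long RNA and siRNA libraries. In this kit a 3′ adapter is ligated to the RNA and the reverse transcription primer anneals to that adapter. Per the labels, the authors aligned the iCLIP reads with Bowtie2 and the long RNA and siRNA reads with Tophat, without strand for the siRNA libraries. Per the labels, the authors then counted reads in genes with featureCounts and called genes with DESeq2. The full-length target list is named under the iCLIP sample, and whether the long RNA libraries also entered it is not stated. Thresholds and the exon annotation are not stated either. The siRNA table is named for an adjusted p of 0.05.

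The siRNA table gives the authors' deposited log2 fold change per gene, without base means, errors or p-values. The order of names in the table puts siEZH2 over siGFP, and this direction was taken as given; no row of the targeted gene was there to check it. The treatment label of replicate 2 of the siEZH2 libraries names EZH3 where its title names EZH2, and the title was followed. The retained intron list gives a deposited score per intron between 1.03 and 2.68, and whether it is a ratio or a log2 value is not stated, so it was used only to describe the list. In the K562, U87MG and full-length lists the value column equals the number of exon or gene names joined in the row, in every row, and it was not used. In the T98G small RNA list the value column is a signed distance. In 2470 of 2573 rows it does not reach past the exon's ends when counted from the exon's middle, and no row passes them by more than 25 bases, as the distance between a peak middle and the exon middle would. The sign was settled from the sequence: the exon middle minus the distance was taken as the peak middle, and the other sign is shown beside it. The peak middle then falls on a whole base boundary in 2463 rows (95.7%), which were used. The other 110 rows were left out because the value looks like a mean over several peaks.

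All rows lie within the chromosomes of the GRCh37 genome, the assembly behind hg19. Both ends of 92.2% of K562, 92.3% of T98G and 94.3% of U87MG rows coincide with exon ends of the same strand in GENCODE release 44 mapped to GRCh37. Coordinates are printed 1-based.

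Overlaps between lists were compared with 1000 random placements of one list inside annotated gene bodies of the same chromosome, keeping widths, with a one-sided permutation p and Benjamini-Hochberg adjustment within each family. The smallest p these placements can give is 0.001. Regions were joined where they overlapped, and 1 shared base counted as an overlap. Random placement is a loose background, since it includes genes that the cells do not express. A closer one, chosen after the lists had been seen, redraws the called exons among all annotated exons of the same protein-coding genes, limited to genes called in both lists, evenly or in proportion to width. The direction of siRNA calls was compared with Fisher's exact test, two-sided, within the authors' deposited table. Adapter bases were compared with the same position 20 bases further downstream by Fisher's exact test, one-sided. The adapter sequence is AGATCGGAAGAGC, the first 13 bases of the kit's 3′ adapter, which comes from general knowledge of the kit and is not in the labels. Exons with an adapter 6-mer were compared with the opposite strand by an exact binomial test over discordant exons, and with uncalled exons of the same genes drawn among the 20 nearest in width (1000 draws).

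The comparisons, their alternatives and the rule for named items were fixed before the data were examined. That rule took EZH2 and the 5 genes with the largest increase and decrease in the siRNA table. For a region list with a score it took the 5 best-scoring regions, which applied to the introns. For the small RNA lists, which have no score, it took the first 5 regions in genome order found in all 3 lines, of which 1 is not reported here. The EZH2 exon, the genes with the most exons, and the genes listed at several positions were named after their values had been seen. The peak-based adapter test, the comparisons of 6-mers with the opposite strand and with uncalled exons, the redraws of exons, the strata of the siRNA table and the test against the full-length list were added afterwards. The position and window of the peak-based test were picked from a profile over 101 positions. Tests were checked on simulated data: with 2% of a list of 669 regions planted as shared, 40 of 40 simulations reached p under 0.05, against 0 of 40 without planting. With adapter bases planted at 2% of 2573 positions, 40 of 40 simulations reached it, against 2 of 40 without. The adapter simulations used random places in gene bodies and a position set in advance. They therefore cover neither exon sequence nor the choice of a position from the profile. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1 were used.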

Results

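EZH2-associated small RNA was mapped in K562, T98G and U87MG cells, and the authors' call for each line is a list of exons. The labels give 3 small RNA libraries for K562 (EZH2, IgG and input, 1 each) and 6 each for T98G and U87MG. Further lists give full-length RNA targets in T98G, retained introns in U87MG, and genes that changed in U87MG under siRNA against EZH2, with 2 libraries per arm. Because these lists hold no values for single libraries, no value below has a replicate error, and read depth behind each call is unknown.

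The number of called exons differed between lines. K562 had 397 exons, U87MG 669 and T98G 2573, and within a list none overlapped. They covered 198 kb, 306 kb and 1696 kb. Median exon width was 188 bp in K562, 187 bp in T98G and 166 bp in U87MG. The exons carried 384 gene symbols in K562, 2046 in T98G and 596 in U87MG. Most genes contributed a single exon: several exons were called in 20, 408 and 67 genes, and the most in one gene were 3 in BRWD1 (K562), 9 in DYNC2H1 (T98G) and 8 in MACF1 (U87MG). Joining exons within 1000 bp moved the numbers most, to 396, 2533 and 665. T98G and U87MG had 6 small RNA libraries each, so the number of libraries does not separate their lists, whereas K562 had 3. Without read depths, the differences in list size cannot be separated from differences in sequencing depth. The value column of the T98G list also differs in kind from those of K562 and U87MG. A difference in how the lists were made is therefore not excluded either.

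The first comparison between lines asks whether the same RNAs were called in each. Of the U87MG exons, 435 of 669 (65.0%, 95% interval 61.3 to 68.5) were also called in T98G, against 1.11 ± 1.03 (SD over 1000 placements) for random placement in gene bodies. Of the K562 exons, 181 of 397 (45.6%, 40.8 to 50.5) were called in T98G, against 0.749 ± 0.851. K562 and U87MG shared 79 exons, 19.9% of the K562 list (16.3 to 24.1), against 0.155 ± 0.391. All 3 permutation tests gave an adjusted p of 0.001, the smallest possible. The background mattered more than any other choice: against random annotated exons of similar width, the expected numbers rose to 14.1, 6.94 and 2.06, and the observed numbers still exceeded every draw (adjusted permutation p 0.001 for each pair). A larger share of U87MG than of K562 exons was found in the T98G list (Fisher's exact test, two-sided, odds ratio 2.22, p = 6.5e-10). This test takes exons as units, and each line has a single list. K562 had 3 small RNA libraries and U87MG 6, so the difference between lines is not separated from the difference in replication.

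Sharing also held at the level of single exons within a gene. U87MG and T98G had called exons in 418 protein-coding genes in common, which have 12385 annotated exons. In these genes 508 exons were called in U87MG and 424 of them were also called in T98G. Redrawing the U87MG exons within their genes in proportion to width gave 60.3 ± 5.98 shared exons (SD over 1000 draws, highest 79; permutation p 0.001, adjusted 0.001). For K562 and T98G the shared number was 178 against 26.3 ± 4.24 in 211 genes, and for K562 and U87MG it was 78 against 7.98 ± 2.36 in 101 genes, with the same p.

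**Figure D1:**
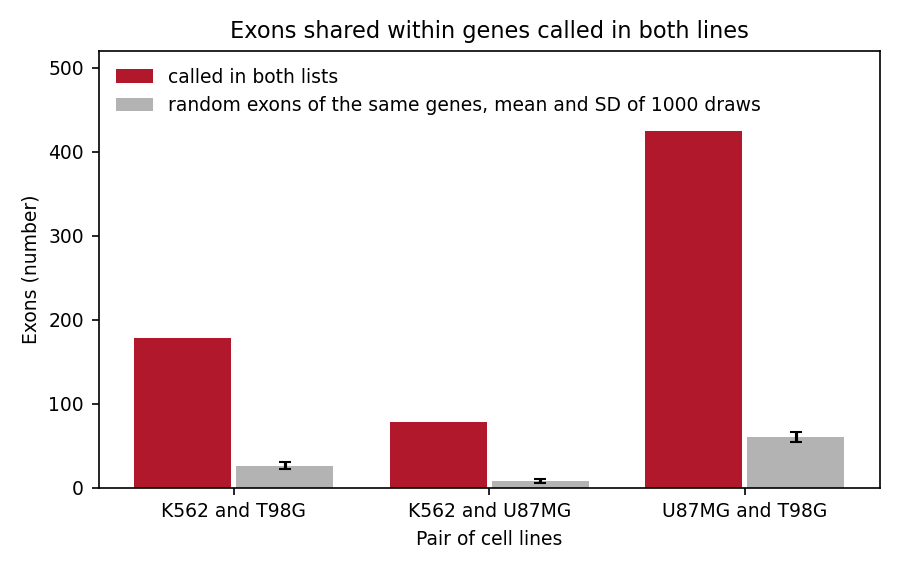
Exons called in both lists (red bars, number) and the number expected when the exons of the first-named line are redrawn within the same genes in proportion to width (grey bars, mean and SD of 1000 draws), for each pair of cell lines. The observed numbers, 178, 78 and 424, each lie above every draw.

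Joining the 3 lists gave 3022 exon regions, of which 78 were in all 3 lines and 357 were in both glioblastoma lines but not in K562. The regions named here by their place in genome order were all coding sequence on chromosome 1 of GRCh37. They are exons of UBR4 (19420443 to 19420633 and 19452940 to 19453149, minus strand), an exon of ASAP3 (23760119 to 23760186, minus strand) and an exon of MACF1 (39827032 to 39827349, plus strand). The first UBR4 exon and the MACF1 exon hold AGAT, the start of the sequencing adapter, on the RNA strand. AGAT is common in whole exons. It was in 84.4% of annotated exons called in all 3 lines and in 65.7% ± 4.78 of width-matched uncalled exons of the same genes. Its presence in a single exon therefore says little about priming. A 92 bp exon of EZH2 itself (chromosome 7, 148516688 to 148516779, minus strand) was in the K562 and T98G lists.

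The full-length targets of T98G comprised 824 rows with a median width of 24206 bp, that is, gene bodies. One gene, PPP2R3B, is listed on both X and Y. Of the 2573 T98G small RNA exons, 313 (12.2%, 11 to 13.5) lay in a full-length target, against 54.7 ± 7.23 under random placement in gene bodies (permutation p 0.001, the smallest possible). Placement over whole chromosomes lowered the expected number most, to 33.3. Both backgrounds include unexpressed genes, so they do not separate shared association with EZH2 from shared expression.

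The retained intron list held 43 rows and 42 distinct introns in 38 genes, with a median width of 5359 bp. The 5 highest deposited scores, whose scale is not stated, were 2.68 for an intron of MICAL3 (chromosome 22, 18367123 to 18368645), 2.61 for DOCK1 (chromosome 10, 128769048 to 128776213), 2.54 for LRIG2 (chromosome 1, 113616266 to 113633941), 2.44 for THOC2 (chromosome X, 122779225 to 122799494) and 2.25 for FBXW7 (chromosome 4, 153303666 to 153332313). All 42 introns touched a called U87MG exon on the same strand, and each such overlap was exactly 2 bp, the edge between the intron and its neighbouring exon. Of the same introns, 26 (61.9%, 46.8 to 75) touched a T98G exon and 2 (4.76%, 1.32 to 15.8) a K562 exon. Counted over exons, 40 of the 669 U87MG exons bordered such an intron, against 0.226 ± 0.477 under random placement (adjusted permutation p 0.0015). The corresponding numbers were 25 of 2573 in T98G (0.876 ± 0.913, adjusted permutation p 0.0015) and 2 of 397 in K562 (0.108 ± 0.320, adjusted permutation p 0.004). The K562 number rests on 2 exons and fell to 0 when the 21 better-scoring introns were used. With at least 50% of the smaller region required, 0 exons overlapped an intron in any line. Each listed intron lies directly beside a U87MG call, and 65.0% of U87MG exons were also called in T98G and some in K562. None of the 3 overlaps with introns is therefore independent of how the list was built or of the exons shared between lines, and random placement does not account for either.

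The knockdown comparison asks which genes changed in U87MG under siRNA against EZH2. The authors' deposited table lists 1342 rows for 1341 gene symbols at an adjusted p under 0.05. CKS1B appears at 2 positions with the same fold change, on chromosome 1 (154947129 to 154951725) and over 240 bp of chromosome 5 (61808070 to 61808309). The authors' deposited table had higher values under siEZH2 in 661 rows and lower values in 681 (49.3% higher, 46.6 to 51.9). The median log2 fold change in the authors' deposited table was 1.01 among higher and -0.74 among lower rows. Of the choices tried, a limit of 1 on the absolute log2 fold change moved this split most, to 346 higher and 122 lower (73.9% higher, 69.8 to 77.7).

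No row of the authors' deposited table, as analysed here, carried the symbol EZH2 or overlapped its locus (chromosome 7, 148504349 to 148581413). The table lists genes at an adjusted p under 0.05, so EZH2 was not among the listed changes. Depletion of EZH2 is therefore not shown by the table, and the knockdown itself could not be checked. In addition, 1 of the 2 siEZH2 libraries carries a treatment label that names EZH3. In the authors' deposited table the largest increases were in DIRAS3 (log2 fold change 2.67; chromosome 1, 68511645 to 68517314), MC5R (2.29; chromosome 18, 13824154 to 13826861), FAM196A (2.23; chromosome 10, 128933694 to 128994422), PROK2 (2.21; chromosome 3, 71820807 to 71834357) and DIRC3 (2.11; chromosome 2, 218148742 to 218621316). The largest decreases in the authors' deposited table were in DEPTOR (log2 fold change -2.16; chromosome 8, 120885957 to 121063152), CSF3 (-2.03; chromosome 17, 38171614 to 38174066), LUZP1 (-1.75; chromosome 1, 23410516 to 23504301), TNFRSF11B (-1.72; chromosome 8, 119935796 to 119964439) and ATOH8 (-1.71; chromosome 2, 85978467 to 86015189). The table gives no errors for these values.

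Genes of the table that contain a U87MG small RNA target exon were compared with the rest. Of 70 such genes, 17 were higher (24.3%, 15.8 to 35.5), against 644 of 1272 others (50.6%, 47.9 to 53.4). The odds ratio was 0.313 (Fisher's exact test, two-sided, p = 1.3e-05, adjusted over 4 target lists 1.8e-05). The choice that moved this most was a limit of 1 on the absolute log2 fold change, which left 14 genes with a target, 9 of them higher, and an odds ratio of 0.625 (Fisher's exact test, p = 0.37). The same direction was seen with lists that did not come from U87MG, which were set against the same table and share genes with the U87MG list. With T98G small RNA targets 51 of 201 genes were higher (25.4%; odds ratio 0.296, Fisher's exact test, adjusted p = 1.8e-13), and with K562 targets 16 of 55 (29.1%; odds ratio 0.408, adjusted p = 0.0023). With the full-length targets of T98G, a list added after the data were seen, 20 of 122 genes were higher (16.4%; odds ratio 0.177, Fisher's exact test, adjusted p = 1.3e-14). Genes with a U87MG target had a longer median exonic length (10002 against 5748 bp) and genomic span (92.1 against 38.0 kb). Exonic length and GC content were known for 63 of the 70 genes. With the table split into 5 equal groups of genes by exonic length, by genomic span, by exonic GC content or by the absolute log2 fold change, the odds ratios pooled within groups were 0.409, 0.275, 0.302 and 0.332. Their permutation p, adjusted over these 4 comparisons, were 0.0039, 0.0002, 0.0002 and 0.00027. Expression level is not given in the table and was not controlled directly.

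**Figure D2:**
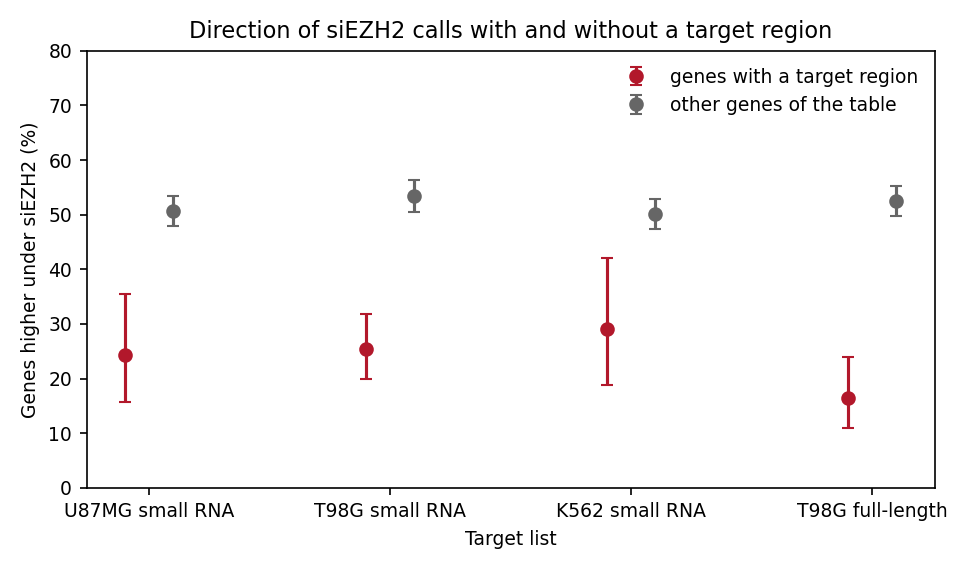
Percentage of genes in the authors' deposited table that were higher under siEZH2, for genes with a target region (red) and the other genes of the table (grey), by target list; points are percentages and bars 95% Wilson intervals. The share is lower with a target for each of the 4 lists: 24.3%, 25.4%, 29.1% and 16.4%.

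Because the title of the study names mispriming during reverse transcription, the genome sequence beside the small RNA targets was compared with the 3′ adapter. A primer that anneals inside an RNA leaves a read that ends where the genome continues with adapter-like bases. Directly downstream of the 3′ ends of the listed exons, the first 4 adapter bases, AGAT, were found at 1 of 397 K562, 4 of 2573 T98G and 0 of 669 U87MG exons. At a position 20 bases further they were found at 2, 10 and 3 exons (Fisher's exact test, one-sided, adjusted p of 1 for each line). A count of 0 among 669 exons allows a share of up to 0.448%, taken as 3 counts over 669 and not as a Wilson limit. An exon's 3′ end is a splice site or transcript end and not the end of the sequenced RNA, so this planned comparison does not test read ends.

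Read ends can be approached in T98G, where the list gives a distance that places a peak in each exon. The position and window used here were chosen after a profile over 101 positions had been seen, so the p-values describe the size of the difference at a chosen place. Over 2463 peaks, AGAT started 11 bases downstream of the peak middle on the RNA strand in 221 (8.97%, 7.91 to 10.2). It did so in 21 (0.853%) at the position 20 bases further and in 12 (0.487%) on the opposite strand (one-sided Fisher's exact test against the position further downstream, p = 2.0e-45). At 10 bases the share was 0.609%. Over 61 flanking positions it averaged 0.580% and reached at most 1.22%. Among all 4-mers, AGAT was the most enriched at 11 bases over those flanks (14.5-fold, computed with 1 added to both counts). With the distance read with the other sign no position exceeded 1.50%.

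**Figure D3:**
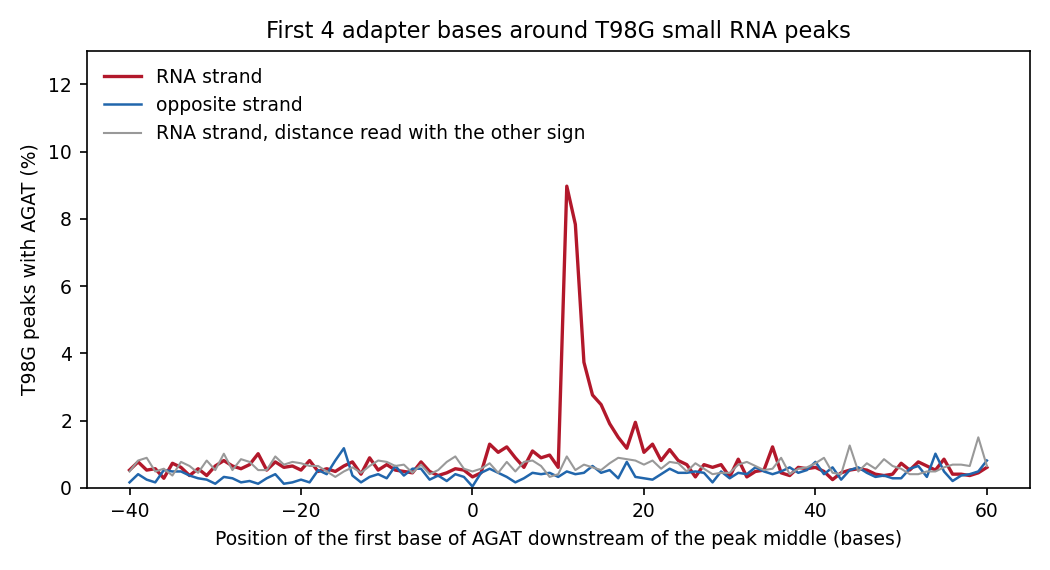
Percentage of 2463 T98G small RNA peaks with AGAT starting at each position relative to the peak middle, on the RNA strand (red), on the opposite strand (blue) and with the distance read with the other sign (grey). The RNA strand rises from 0.609% at 10 bases to 8.97% at 11 bases, and the other curves stay at or below 1.50%.

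The enrichment grew with the length of the match. Within a window of starts from 11 to 15 bases, AGA was found at 44.6% of peaks against 14.2% in the window 20 bases further (3.14-fold). AGAT was found at 25.8% (24.1 to 27.5) against 3.41% (7.56-fold), AGATC at 13.4% against 0.853% (15.8-fold) and AGATCG at 113 peaks against 2 (56.5-fold). AGATCGG was found at 51 peaks against 0. One-sided Fisher's exact tests gave p = 1.5e-121 for AGAT and p = 4.5e-32 for AGATCG. The remaining 74.2% of peaks lacked an exact AGAT in the window.

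The K562 and U87MG lists give no peak positions, so whole exons were compared with the opposite strand. AGATCG was on the RNA strand of 31 of 397 K562 exons (7.81%, 5.56 to 10.9) and on the opposite strand of 5 (1.26%, 0.539 to 2.91; exact binomial test, one-sided, adjusted p = 1.3e-06). In U87MG it was on the RNA strand of 72 of 669 exons (10.8%, 8.63 to 13.3) and on the opposite strand of 7 (1.05%, 0.508 to 2.14; exact binomial test, adjusted p = 2.6e-15). In T98G the numbers were 274 and 77 of 2573 (10.6% and 2.99%; exact binomial test, adjusted p = 7.0e-31). The opposite strand has complementary composition, so these tests do not separate adapter bases from a strand bias of exons in general. Uncalled exons of the same genes, matched on width, held AGATCG on the RNA strand less often than called exons. The shares were 12.3% of called against 5.03% ± 0.803 of uncalled exons in U87MG, 12.2% against 6.00% ± 0.442 in T98G and 9.33% against 5.98% ± 1.12 in K562 (SD over 1000 draws; permutation p of 0.001, 0.001 and 0.007, adjusted over 16 comparisons 0.0016, 0.0016 and 0.0093). These shares are over annotated exons that overlap a call, which can be wider than the listed exon. GATCT, the reverse complement of the first 5 adapter bases, differed less: 30.5% against 27.1% ± 1.44 in U87MG (permutation p 0.011), 31.9% against 31.1% ± 0.70 in T98G (0.11) and 30.4% against 29.8% ± 1.84 in K562 (0.38).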

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

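The tests of primer annealing, base composition, match length and a preference for AGAT at the T98G peaks were chosen after the positional profile had been seen; the test with 1 exon per gene was fixed before its result.

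A signal appeared in a column that no planned comparison used, the distance column of the T98G small RNA list: 25.8% of 2463 peaks had the first 4 adapter bases starting 11 to 15 bases downstream of the peak middle, against 3.41% in a window 20 bases further. Base composition of the exons as a whole does not account for it, since the control window lies on the same strand. The opposite strand held AGAT in the same window at 2.44% of peaks. Its composition is complementary, so it does not test for a purine-rich stretch. Purines (A or G) made up 74.9% of bases 20 bases downstream of the peak middle, against 50.4% at 10 bases. The comparisons between windows and strands did not separate this local composition from adapter-like sequence. The bases of the 2463 peaks bear on it. Purines fell from 72.6% at 13 bases to 59.6% at 14 and 53.3% at 15, where an adapter match starting at 11 has T and C. They rose again to 62.3% at 16 and 70.6% at 17. A purine-rich stretch alone would give no such dip, so these values argue against it as the only cause. Repeated counting of neighbouring exons does not account for the signal. With 1 exon per gene, 25.1% of 1898 peaks held AGAT in the window, against 3.48% in the control window (one-sided Fisher's exact test, p = 3.9e-89). The onset between 10 and 11 bases, the 14.5-fold ratio of AGAT over flanking positions at 11 bases, the highest of all 4-mers, and the rise of the ratio with match length from 3.14-fold for 3 bases to 56.5-fold for 6 are consistent with the reverse transcription primer annealing inside RNA fragments in place of the ligated adapter. The sign of the distance was settled from the same sequence, but the other sign gave at most 1.50% at any position, so the choice between 2 signs cannot create the peak. A preference of EZH2 for AGAT alone is argued against, since 331 of the 635 peaks with AGAT in the window (52.1%) went on to AGATC, against 21 of 84 in the control window (one-sided Fisher's exact test, odds ratio 3.27, p = 1.7e-06). A preference for a longer sequence that resembles the adapter stays open; it was not tested, because the IgG and input libraries have no peak list here. The difference of 22.4 percentage points between the windows counts exact 4-base matches. It is no estimate of the share of artifacts, since a primer may anneal with shorter or imperfect matches (AGA exceeded its control by more, 44.6% against 14.2%), and a matching site may also lie beside a true target.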

How the results depend on the processing

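Of 87 alternative values, 79 kept the direction and the side of the threshold, or stayed within 1.5 times a count. For the exons shared between lines this held under each alternative that was run: at least 50% of the smaller region, the same strand, placement over whole chromosomes, joining within 1000 bp, random exons of similar width and redraws within genes, the last 2 of which were added after the data were seen. The overlap of small RNA and full-length targets in T98G also kept its direction and its p of 0.001 under each alternative run, with 304 to 313 exons shared.

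The retained introns reversed under more than one setting. With at least 50% of the smaller region required, 0 exons overlapped an intron in U87MG, T98G and K562, below the 0.215, 0.843 and 0.105 of random placement (adjusted permutation p of 1). The cause is in the lists: each overlap is 2 bp long. With the 21 better-scoring introns, K562 again had 0 exons overlapping, against 0.083 under random placement (adjusted permutation p of 1), because both exons that touched an intron touched lower-scoring ones. U87MG kept 20 overlapping exons and T98G 12 (adjusted permutation p 0.0015 for each). The K562 result thus rests on 2 exons. Within 10 kb the numbers were 43 in U87MG, 33 in T98G and 6 in K562, and within 100 kb they were 56, 66 and 12, against 2.79, 10.4 and 1.53 under random placement (adjusted permutation p 0.001 for each). As a ratio, the K562 number thus moved most with the distance allowed, from 2 to 12 exons within 100 kb. In number of exons T98G moved most, from 25 to 66.

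With an absolute log2 fold change of at least 1, the siRNA table shrank to 346 higher and 122 lower genes, so the near-even split of the whole table became 73.9% higher. Under the same limit the odds ratio between direction and U87MG targets weakened to 0.625 (Fisher's exact test, p = 0.37). Over the alternatives of that result p ranged from 3.4e-15 to 0.37. With the limit 14 genes with a target were left, so fewer genes entered the test, and whether the relation differs among strongly changed genes was not tested.

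The adapter comparison reversed when it was moved from the exon end to 11 bases downstream of the T98G peak middle, an alternative chosen after seeing the data: AGAT went from 0.155% of exons (0.389% in the control position) to 8.97% of peaks (0.853%). The alternative looks at another place: exon ends are splice sites or transcript ends, and the peak lies within the exon. The other alternatives at exon ends stayed at adjusted p of 0.85 or above.

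No paired analysis was possible because the lists carry no values per library, although the labels number the libraries of T98G and U87MG. For the same reason leaving out one library was not run. Keeping the better-scoring regions of the small RNA and full-length lists and an adjusted p under 0.01 were not run either, because those lists give no score and the siRNA table gives no p-values. The replicate block for the siRNA table needs counts per library and was not run. The unknown depth limits the comparison of list sizes: an exon missing from the K562 list, a line with 3 libraries, is not shown to be absent there. Placement tests have a floor of 0.001, so they do not rank the pairs.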

Other observations

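The tests on shared exons, on 6-mers in K562 and U87MG exons and on properties of siRNA genes were written before their results; the GC test of the full-length list was written after its median had been seen.

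Adapter bases also mark exons of the lines without peak positions. On the RNA strand, 10.8% of listed U87MG exons held AGATCG, against 1.05% on the opposite strand, and in K562 7.81% against 1.26%. The opposite strand has complementary composition, so this contrast alone does not separate adapter bases from a strand bias of exons in general. Uncalled exons are the closer control. Among annotated exons that overlap a call, 12.3% held it in U87MG, against 5.03% of width-matched uncalled exons of the same genes. In K562 these shares were 9.33% and 5.98%; the highest of 1000 draws, 9.87%, exceeded the 9.33% of called exons, so the K562 evidence from this 6-mer is weaker. Composition of the exons of these genes is argued against in both lines, and primer annealing is consistent with the values. When all 6-mers were ranked by called against uncalled exons, each of the top 5 in T98G (GAAGAG, GATCGG, ATCGGA, AAGAGC and AGATCG) and in U87MG (ATCGGA, GAAGAG, GATCGG, AGATCG and AAGAGC) was a piece of the 13 adapter bases. In K562 4 of the top 5 were, with AGATCG itself at rank 33. Among 77 exons called in all 3 lines 2 of the top 5 were, with AGATCG at rank 3. Ranks in this small set rest on few exons: AGATCG was in 10 called exons, against 2.7 expected from uncalled exons. Its share in called over uncalled exons was 3.67-fold there (permutation test, adjusted p = 0.0016). In U87MG, T98G and K562 this ratio was 2.46, 2.03 and 1.56. The ranks of the shared exons are therefore no sign of weaker adapter evidence, and whether the ratios differ between lists was not tested. GAAGAG was in 239 called U87MG exons against 133 expected from uncalled exons. These ranks were computed after the strand comparison. No such strand difference was seen in the retained introns, where AGATCG was on the RNA strand of 16 and the opposite strand of 22 of 42 introns, but introns are long and this comparison is weak.

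The exons shared by T98G and U87MG raise the question whether expression of the same genes explains the sharing. Within genes called in both lines, 424 exons were shared, against 60.3 by redraw, so gene-level expression alone is argued against; alternative splicing and the abundance of single exons stay open. Recurrent primer annealing at the same sites may contribute, and the tests were split. AGATCG was in 11.5% of T98G exons shared with U87MG and in 10.5% of those called in T98G alone (odds ratio 1.11, two-sided Fisher's exact test, p = 0.55). AGAT beside the peak was found at 30.7% of shared and 24.8% of other peaks (odds ratio 1.34, two-sided Fisher's exact test, adjusted over the 2 measures p = 0.025, a measure added afterwards). Neither excludes recurrent priming, because exact matches cover a minority of peaks in both sets, so the 2 outcomes cannot be told apart here. The EZH2 exon called in K562 and T98G held no AGAT, which for a single exon is no evidence for or against priming.

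Genes with a small RNA target were more often lower under siEZH2. Lists from other lines gave the same direction, but they were set against the same table and share exons with the U87MG list, so they are not independent evidence. Among genes without a U87MG target, a test added after the data were seen, the odds ratios were 0.344 for T98G targets, 0.437 for K562 targets and 0.205 for full-length targets (two-sided Fisher's exact tests, 3 comparisons, unadjusted p = 8.0e-09, 0.025 and 4.2e-12), so the shared genes alone do not account for the direction. For the U87MG list, transcript length, genomic span, GC content and size of the fold change do not remove the direction. The odds ratios pooled within 5 groups of each property were 0.409, 0.275, 0.302 and 0.332. The other lists were not split in this way. Expression level, for which the size of the fold change is a poor stand-in, stays open. So does an effect of EZH2 on these genes, which was not tested, since the direction of the knockdown could not be checked on EZH2. If binding at exons without adapter bases were behind the relation, genes with adapter bases beside a T98G peak should be less often lower. Of 54 such genes 20.4% were higher, and of 139 genes whose peaks lacked AGAT 27.3% were (odds ratio 0.680, two-sided Fisher's exact test, p = 0.36). The difference was within counting error and ran the other way, and 54 genes are too few to exclude a modest effect.

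Higher and lower genes of the siRNA table differed in sequence properties, which 1271 genes (94.8%) had values for. A higher gene exceeded a lower gene in exonic GC content with a probability of 0.438 (medians 45.1% and 47.7%, permutation test, adjusted p = 0.00013). For exonic length the probability was 0.410 (medians 5549 and 6572 bp, permutation test, adjusted p = 2e-05). A GC or length trend between the libraries could produce such a shift, as could a real difference between the gene sets; without counts per library they were not separated.

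The full-length targets of T98G were rich in GC. Their median gene-body GC content was 55.7%, and 0 of 10000 random lists of protein-coding genes with the same number per chromosome reached it (mean of medians 46.8%, highest 48.6%). Gene-dense chromosomes therefore do not account for it, although chromosome 17 alone held 95 of the joined regions. The GC preference of the crosslinking library, of abundant T98G transcripts or of EZH2 itself are candidates that these lists do not separate.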
